A study of Brachypodium distachyon with 6 samples.

How the data were processed

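Messenger RNA was sequenced from the mature part of the second leaf of Brachypodium distachyon seedlings of 2 genotypes, the reference line Bd21-3 (wild type) and the bdmute mutant, which the labels also call sid. Per the labels' protocols, seedlings grew on plates of MS medium for 7 days at 20 degrees, total RNA was extracted with a column kit that included a DNase step, and libraries were made with a kit for messenger RNA. Each library pooled 25 leaf pieces, cut 25 to 30 mm above the leaf base. There were 3 libraries per genotype. The labels number them 1, 2 and 5, while the deposited count table numbers its columns 1, 2 and 3 within each genotype. Columns 1 and 2 were matched to the samples that carry the same genotype and number, and column 3 was matched to its genotype only. Libraries are named here by the numbers of the count table.

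The authors deposited raw counts per gene, whole numbers that they had not normalized, for 36647 genes of the Bd21-3 gene set. Per the file headers the counts came from alignment files. The aligner, the counting tool, the genome build, the annotation version and the strand setting are not stated, so reads of overlapping, antisense or duplicated genes may have been split or lost in a way that cannot be checked here. Total counts per library ran from 22910448 to 34294407. No row lacked a gene identifier. The authors also deposited a table of their own comparison of the genotypes. Per the file headers it gives for each gene a mean normalized count, a log2 fold change with its standard error, a test statistic (a Wald score), a p-value and an adjusted p-value, under the column names that DESeq2 writes. The table states neither the settings nor the order of the contrast. DESeq2 with default settings, run here on the deposited counts with bdmute over wild type, gave log2 fold changes within 5.19e-05 and adjusted p-values within 0.000711 of the authors' deposited table, so a positive value there means higher in bdmute.

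The main comparison of the genotypes used edgeR 4.0.16 in R 4.3.3 on the counts as deposited, with genotype as the only term. Genes were kept by filterByExpr, which left 20998 genes with 99.9% of all counts, library sizes were adjusted by the trimmed mean of M values (TMM), and genes were tested with glmQLFit and glmQLFTest (quasi-likelihood). The p-values were adjusted by Benjamini and Hochberg over all genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. Expression values are TMM-normalized CPM. Principal components were computed on log2 CPM with a prior count of 2.

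The test, the samples, the covariates, the alternatives and the rule for naming genes were fixed before the data were examined. The alternatives were DESeq2 1.42.0 (Wald test, independent filtering), DESeq2's size factors or total counts in place of TMM, 2 other filters on low counts, the library number as a replicate block, a robust fit, a stricter threshold of 0.01, tests against a minimum fold change (glmTreat), and leaving out each library in turn. Chosen after the data were examined were a term that marks the 2 libraries numbered 3 (the third-library term), 1 surrogate variable (sva 3.50.0), the libraries numbered 1 and 2 alone, edgeR's likelihood-ratio test, limma-voom (limma 3.58.1), and the alternatives to DESeq2's default settings. The closing section gives their effects.

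Genes were to be named if they passed the threshold in the main comparison, if every library of one genotype lay above every library of the other, and if each library of the higher genotype had at least 50 counts. Of these, the 2 with the highest and the 2 with the lowest log2 fold change were to be printed. As 0 genes met this rule, the same rule was applied to the genes with an adjusted p-value under 0.05 in the authors' deposited table, a choice made after the values were seen. The files do not pair gene identifiers with names, and 0 of the identifiers matched the 31335 genes of the RefSeq table of assembly Brachypodium_distachyon_v3.0. The MUTE transcript, a fixed list of stomatal regulators and gene set tests, 3 kinds of result in all, had been planned and were not analysed here for that reason, nor were gene length or GC content.

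Libraries of 1 genotype differed by far more than counting error. The closest such pair, bdmute libraries 1 and 2, had a chi-square of 44.1 per degree of freedom over the tested genes, so no library was a copy of another.

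The fits were tested on simulated counts drawn from the real genes' means, dispersions and library sizes, with 200 genes changed by 2-, 4-, 8- or 16-fold and 3 simulations per scenario. The changed genes were drawn only from those with an average log2 CPM above 0. Over 20564 genes, with the shift of the libraries numbered 3 built into the simulated counts, the main edgeR test recovered 45.0% of the changed genes and made 0 false calls. With the third-library term, edgeR recovered 72.8% of the changed genes, and 7.81% of its calls were false. DESeq2, on the 20998 simulated genes, recovered 71.2% and 5.53% of its calls were false, while with the third-library term it recovered 82.2% and 26.3% of its calls were false. The scenario without that shift took its dispersions from the fit with genotype only. The common dispersion of that fit was 0.168, against 0.0817 with the third-library term, which gave the dispersions of the other scenario. Without the shift, edgeR recovered 52.0% with 8.24% false calls over 20536 genes, and DESeq2 recovered 71.2% with 34.6% false calls. The scenarios thus differ in noise as well as in the shift, so their differences cannot be ascribed to the shift alone. All recovered genes had the right direction.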

Results

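The data comprised 6 RNA-seq libraries of mature leaf tissue from Brachypodium distachyon, a grass used as a model for cereals, with 3 libraries of the wild-type line Bd21-3 and 3 of the bdmute mutant. MUTE is a transcription factor of stomatal development, and grass bdmute plants form stomata without subsidiary cells, the cells that flank the guard cells. The design implied a single comparison, which asks which transcripts differ in abundance between mature leaf zones of the genotypes. The wild-type libraries 1, 2 and 3 held 34294407, 30839808 and 31090670 counts. The bdmute libraries 1, 2 and 3 held 28666524, 22910448 and 29189262 counts. The MUTE transcript itself was not analysed here, since no identifier could be matched to it, so the genotype labels have no check of this kind. Of the 36647 genes in the table, 29742 had at least 1 count in any library, and 20998 passed the filter on low counts and were tested.

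The libraries numbered 3 differed more from the other libraries than the genotypes did from each other. The first principal component of log2 CPM carried 56.4% of the variance and placed both libraries numbered 3 at one end, at 69.0 for wild type and 98.2 for bdmute, whereas the other 4 libraries lay between -74.0 and -3.46. The second component carried 17.9% of the variance and separated the genotypes, with the bdmute libraries between 24.4 and 49.9 and the wild-type libraries between -42.2 and -26.3. Log2 CPM of wild-type library 3 correlated more closely with bdmute library 3 (Pearson's r = 0.96 across genes) than with wild-type libraries 1 (r = 0.91) and 2 (r = 0.94). Wild-type library 1 was likewise closer to bdmute library 1 (r = 0.967) than to wild-type library 2 (r = 0.953). Bdmute library 1, however, was closest to bdmute library 2 (r = 0.970). The labels give no date or batch for any library. Genes are not independent replicates, so these correlations only describe the libraries.

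**Figure D1:**
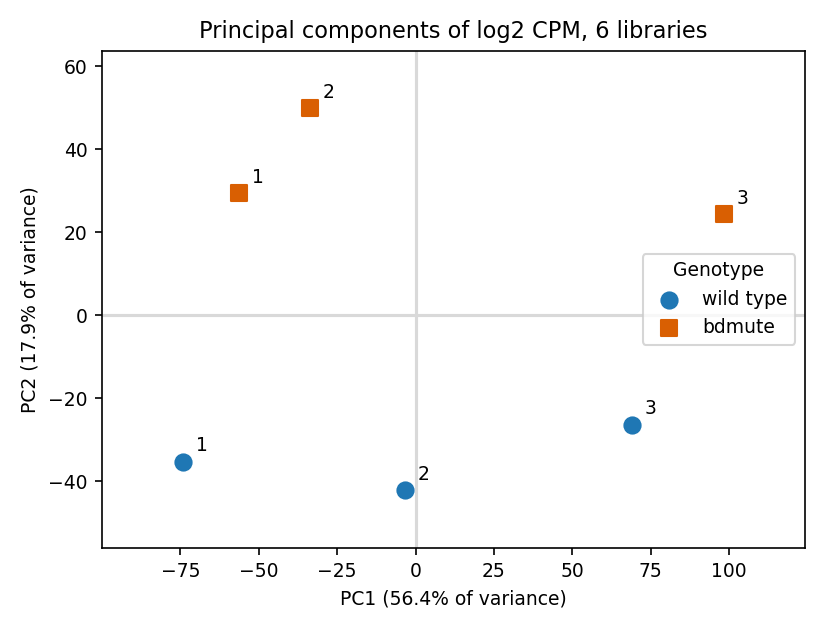
Principal components of log2 CPM over the 20998 tested genes, with PC1 on the horizontal and PC2 on the vertical axis (percent of variance in the axis labels), one point per library, circles for wild type, squares for bdmute, and the library number beside each point. Both libraries numbered 3 lie at the right, at 69.0 and 98.2 on PC1, and the genotypes separate on PC2.

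In the main comparison, 0 of the 20998 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 libraries per genotype), and therefore 0 genes were changed at least 2-fold at that threshold. The smallest adjusted p-value of this edgeR test was 0.0873, shared by 3 genes that were all lower in bdmute. An adjusted p-value under 0.15 was reached by 22 genes, of which 20 were lower and 2 were higher in bdmute. Without adjustment, 1019 genes (4.85%) had a p-value under 0.05, where uniform p-values would give 1050 of 20998. The p-values were not uniform, as 852 genes lay from 0.05 to 0.1 and 1225 from 0.95 to 1. Other splits of the 6 libraries that put the libraries numbered 3 on opposite sides gave 120, 212, 228, 334 and 1034 such genes. The figure of 1050 is therefore no chance level for this design. Of the 1019 genes, 627 were lower and 392 higher in bdmute. However, scaling by total counts shifted the median log2 fold change of all genes by 0.15. With that scaling, the lower share of genes with a p-value under 0.05 moved from 61.5% to 42.4%. The libraries of the genotypes did not overlap for 1962 genes (9.34%). For 3 libraries against 3, chance gives 10% where the libraries vary independently. The libraries numbered 3 did not, so 10% is no chance level here either. The estimated common dispersion was 0.168, and the prior degrees of freedom of the fit were 2.53.

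DESeq2 with default settings, which differs from the main comparison in the test, the scaling and the gene filter together, called 192 genes at an adjusted p-value under 0.05. With the scaling and the gene filter kept, edgeR's likelihood-ratio test, whose fitted fold changes also differed slightly, called 160 genes. The authors' deposited table held the same 192 genes, 143 lower and 49 higher in bdmute. An adjusted p-value was given for 24539 genes of the authors' deposited table, and 1321 had an unadjusted p-value under 0.05. Of the 192 genes, 135 were lower and 44 were higher by at least 2-fold. Among the called genes of the authors' deposited table, 9 had at most 3 counts in every bdmute library and 2 had at most 3 counts in every wild-type library, so that their fitted fold changes give no size. Under total-count scaling, DESeq2 called 149 genes, 85 lower and 64 higher, so that the lower share was 57.0% in place of 74.5%. The count also changed when a library was left out. DESeq2 called 130 genes without wild-type library 1, 125 without wild-type library 2 and 175 without wild-type library 3. It called 122 without bdmute library 1, 113 without bdmute library 2 and 312 without bdmute library 3. The power of fits with fewer libraries was not simulated, so the lower counts need not reflect the particular library left out. The lower share of its calls ran from 56.0% without wild-type library 2 to 82.9% without wild-type library 3.

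The fold changes of both analyses were nearly the same. Across the 20998 tested genes, the edgeR log2 fold changes and those of the authors' deposited table had a Pearson's r of 0.9999 and a Spearman's rho of 0.9999. The edgeR comparison tested 187 of the 192 genes. All 187 had the same direction and an unadjusted p-value of at most 0.0135 in edgeR, while their adjusted p-values in edgeR ran from 0.0873 to 0.743 with a median of 0.374. The libraries of the genotypes did not overlap for 184 of the 187 genes. The 192 genes with the smallest p-values in edgeR included 162 of the 192 called genes. The methods thus ranked the genes similarly and differed in whether the differences passed the threshold. Both used the same counts and the same genotype term, so this likeness is no independent support for the calls.

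**Figure D2:**
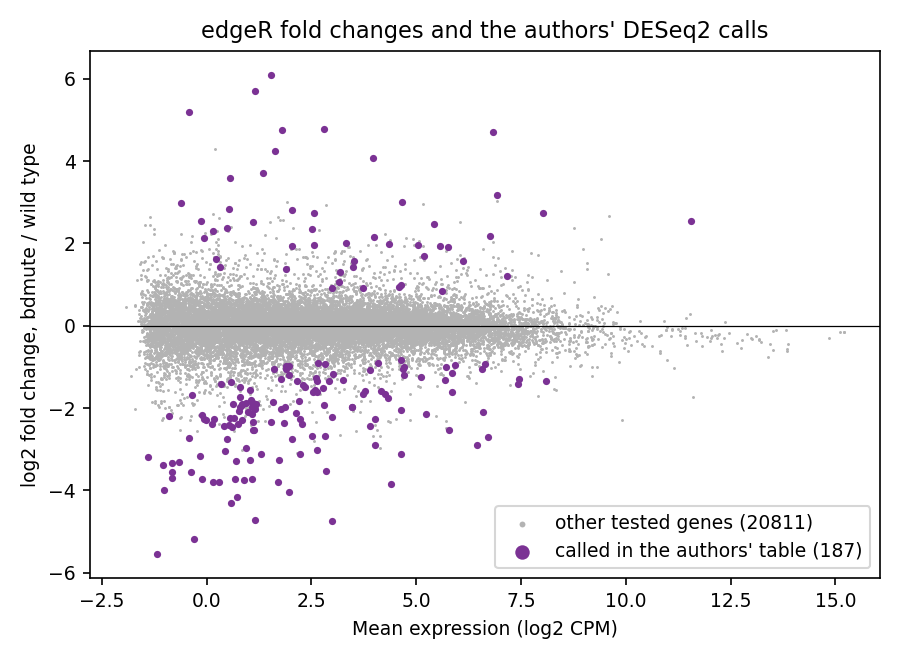
Log2 fold change of bdmute over wild type (vertical axis, edgeR) against mean expression (horizontal axis, log2 CPM) for the 20998 tested genes, one point per gene. Purple points are the 187 tested genes called in the authors' deposited table, most of them below 0, and grey points are the other genes.

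Since the libraries numbered 3 lay apart in both genotypes, the comparison was repeated with this difference taken into account. With the third-library term in the edgeR model, 23 genes had an adjusted p-value under 0.05, with 6 higher and 17 lower in bdmute, and 22 of them were among the 192 genes of the authors' deposited table. The smallest adjusted p-value in this edgeR fit was 0.0408. The number of genes with an unadjusted p-value under 0.05 was 1972 (9.39%), and the common dispersion was 0.0817. In the same edgeR fit, 1040 genes differed between the libraries numbered 3 and the others at an adjusted p-value under 0.05, with 481 higher and 559 lower in the libraries numbered 3. Among the libraries numbered 1 and 2 alone, with 2 libraries per genotype, 0 genes passed the threshold and 1452 had an unadjusted p-value under 0.05. The libraries numbered 3 alone gave 1 library per genotype and no test.

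**Figure D3:**
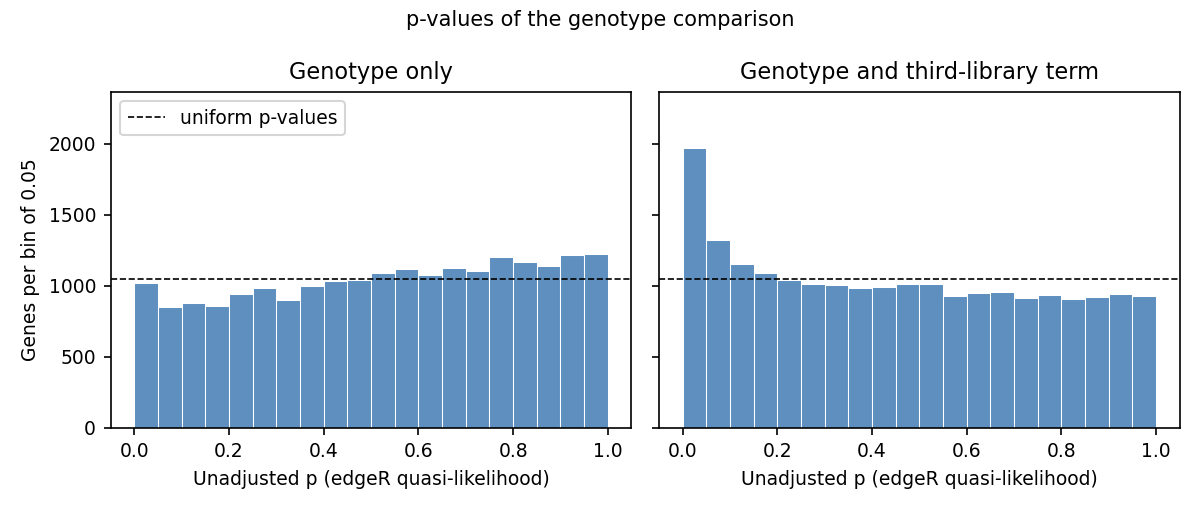
Number of tested genes (vertical axis) per bin of 0.05 of the unadjusted edgeR p-value (horizontal axis) for the genotype comparison, with genotype only at the left and with the third-library term at the right, and a dashed line at the number that uniform p-values would give. The lowest bin holds 1019 genes at the left and 1972 at the right.

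No gene met the rule for naming genes in the main comparison. Of the genes called in the authors' deposited table, 33 higher and 108 lower genes met it, and the 2 genes at each end are given here, chosen after their values were seen. The files give these genes no name and no coordinates, and each identifier is printed without the prefix BdiBd21-3 and the point after it, which all of them share. 1G0851400 was higher in bdmute, at 13.4 ± 8.94 CPM against 0.480 ± 0.133 CPM in wild type (mean ± SD, n = 3). Its counts were 294, 511 and 226 in the bdmute libraries and 10, 13 and 22 in the wild-type libraries. Its log2 fold change was 4.78 ± 0.60 (SE), with an adjusted p-value of 0.132 in edgeR's test. 3G0406800 was also higher, at 219 ± 151 CPM in bdmute against 8.35 ± 3.83 CPM in wild type (SD, n = 3). The lowest bdmute value was that of library 3, at 62.3 CPM. This gene's log2 fold change was 4.71 ± 0.75 (SE), with an adjusted p-value of 0.220 in edgeR's test.

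3G0672500 was lower in bdmute, at 0.542 ± 0.617 CPM against 15.2 ± 10.3 CPM in wild type (SD, n = 3). Its counts were 0, 9 and 45 in the bdmute libraries and 255, 263 and 979 in the wild-type libraries, so that it was highest in library 3 of both genotypes. Its log2 fold change was -4.75 ± 1.12 (SE), with an adjusted p-value of 0.508 in edgeR's test. 1G0774800 was lower as well, at 0.145 ± 0.0985 CPM in bdmute against 4.18 ± 1.17 CPM in wild type (SD, n = 3). Its counts were 4, 1 and 9 in bdmute and 84, 138 and 162 in wild type. Its log2 fold change was -4.72 ± 0.52 (SE), with an adjusted p-value of 0.113 in edgeR's test and of 0.0493 with the third-library term (from 1.35e-12 to 0.549 over the 18 alternatives to the main comparison computed for this gene, of which DESeq2 was run with default settings only). In the authors' deposited table the adjusted p-values of these genes were 3.72e-12 for 1G0851400, 1.63e-09 for 3G0406800, 0.00107 for 3G0672500 and 1.44e-12 for 1G0774800. In the order of identifiers, 3G0672500 and 1G0774800 each lie next to another called gene with the same direction, so reads shared between copies cannot be excluded for them. For 1G0851400, 3G0672500 and 1G0774800, counts in the lower genotype ran from 0 to 45, so counting error adds to their fold changes. Its size was not measured. The wild-type counts of 3G0406800 were higher, at 208, 337 and 190.

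**Figure D4:**
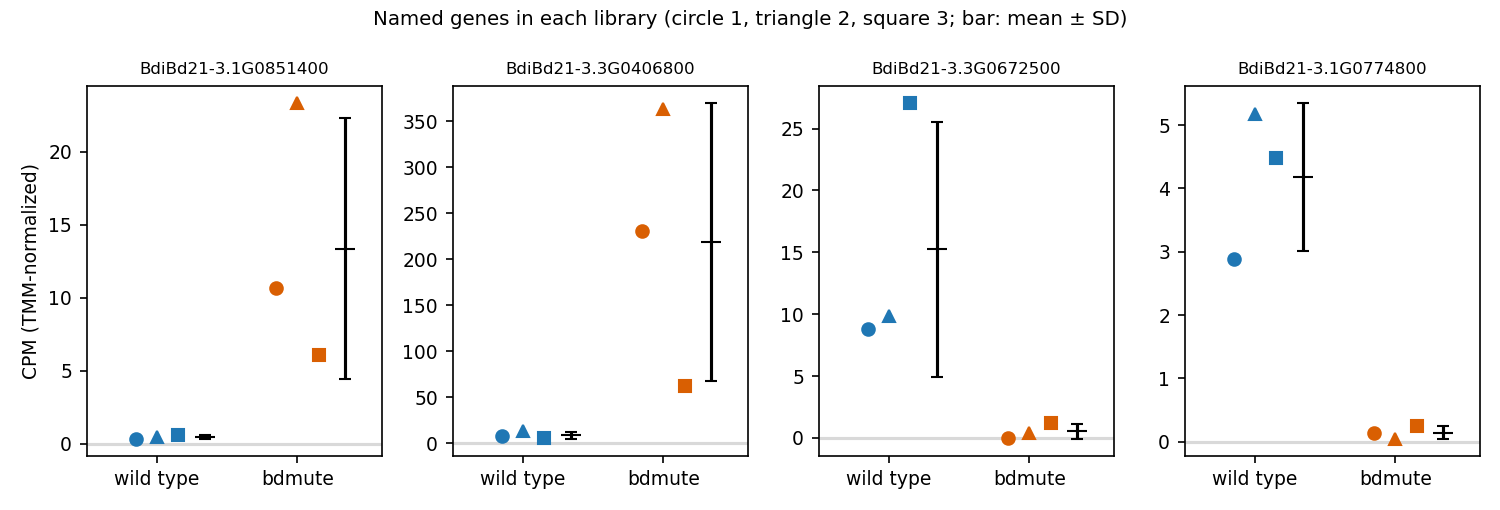
TMM-normalized CPM (vertical axis, a separate scale in each panel) of the 4 named genes in each library, with circles, triangles and squares for libraries 1, 2 and 3, blue for wild type and orange for bdmute, and black bars for the mean and SD of 3 libraries. In each panel the genotypes do not overlap. The higher genotype has a wide spread for 1G0851400, 3G0406800 (219 ± 151 CPM) and 3G0672500, and a narrower one for 1G0774800 (4.18 ± 1.17 CPM).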

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

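The edgeR quasi-likelihood count of 0 changed genes was also 0 with DESeq2's size factors, with total-count scaling, without a filter on low counts, with a mean count of at least 10, with the robust fit, with the replicate block, at a threshold of 0.01, with glmTreat against 1.2-fold, with limma-voom, with the libraries numbered 1 and 2 alone, and in the 6 fits that each left out 1 library. The count of genes changed at least 2-fold was 0 in the same fits, except that it was not computed at the threshold of 0.01 or with glmTreat against 1.2-fold, and was 0 with glmTreat against 1.5-fold. Unadjusted p-values under 0.05 numbered from 775 to 1353 across the 6 fits that each left out 1 library. These counts of 0 do not show stability, since a count of 0 cannot fall. The power of the fits with fewer libraries was not simulated. Against 1019 in the main comparison, unadjusted p-values under 0.05 numbered 1219 without wild-type library 3 and 1353 without bdmute library 3. They numbered 1452 with the libraries numbered 1 and 2 alone, and from 775 to 894 in the other fits without 1 library.

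Calls appeared in 4 fits where the main comparison gave 0. DESeq2 called 192 genes, 179 of them at least 2-fold, and shared all 192 with the authors' deposited table. edgeR's likelihood-ratio test called 160 genes, all at least 2-fold, and shared 144 with that table. A surrogate variable as a term gave 70 genes, all at least 2-fold, with 54 shared. The third-library term gave 23 genes, all at least 2-fold, with 22 shared. The last 2 fits remove variation between libraries, which lowered the common dispersion from 0.168 to 0.0817 with the third-library term. The likelihood-ratio and Wald tests treat each gene's estimated dispersion as known, whereas the quasi-likelihood test adds its uncertainty. Whether this explains all of the difference was not tested.

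The replicate block, with the library number as the block, gave 0 genes in edgeR with 2169 unadjusted p-values under 0.05, a smallest adjusted p-value of 0.132 and a common dispersion of 0.0732. In DESeq2 the replicate block gave 415 genes, 171 of them shared with the authors' deposited table. Across the 20998 tested genes, the deviations of same-numbered libraries from their genotype means correlated at 0.70 for number 1, -0.20 for number 2 and 0.72 for number 3. The highest value for unlike numbers was 0.46, for wild-type library 1 with bdmute library 2. Deviations within a genotype sum to 0, so these values depend on each other and leave a pairing by number open. The main comparison used no pairing because the labels do not say what a shared number means, a choice fixed in advance.

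Among the alternatives to DESeq2's default of 192 genes, the third-library term gave 466 genes, which included 191 of the 192. In the simulated data with the shift of the libraries numbered 3, 26.3% of the calls of this fit were false, against 5.53% with default settings. It recovered 82.2% of the changed genes there, against 71.2% with default settings. In the scenario without the shift, which had larger dispersions, 40.7% of its calls were false, against 34.6% with default settings. The larger count is therefore no gain by itself. The libraries numbered 1 and 2 alone gave 279, no independent filtering gave 179 and total-count scaling gave 149. Leaving out 1 library in turn gave from 113 to 312 genes, of which 90 to 150 were among the 192. The count was 130 without wild-type library 1, 125 without wild-type library 2 and 175 without wild-type library 3. It was 122 without bdmute library 1, 113 without bdmute library 2 and 312 without bdmute library 3. The cause was not tested.

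The direction of calls moved with the scaling and with single libraries. In place of TMM, DESeq2's size factors shifted the median log2 fold change by -0.0082 and total counts by 0.15. The lower share of DESeq2's calls fell from 74.5% to 57.0% under total-count scaling, and was 68.9% with the third-library term. With the default scaling, leaving out 1 library moved it as far: it was 56.0% without wild-type library 2, 61.9% without bdmute library 3 and 82.9% without wild-type library 3, the lowest and highest of the 6 fits being the first and last of these.

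The log2 fold changes of the 4 named genes kept their direction under the 18 alternatives computed for each, which include DESeq2 with default settings only and not glmTreat: 59 results kept their side of the threshold and 13 moved past it, with 0 reversed. These 13 came from DESeq2, the likelihood-ratio test, the surrogate variable and, for 1G0774800, the third-library term. The genes were chosen for extreme fold changes without overlap between genotypes, so a reversal could hardly occur and its absence shows no stability. Over these alternatives the adjusted p-value of 1G0774800 ran from 1.35e-12 to 0.549. Of the unadjusted counts, 3 moved by more than 1.5 times, all upwards, under the replicate block, the third-library term and the surrogate variable. The planned gene set tests, stomatal list and MUTE transcript have no alternatives, as the identifiers carry no names here.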

Other observations

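Except for the edgeR replicate block, which was fixed in advance, all tests in this part were chosen after the results they bear on were seen.

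The absence of calls in the edgeR quasi-likelihood test may be due in part to variation that both libraries numbered 3 share. Of the 9 terms that each mark 1 library per genotype, the term for the libraries numbered 3 gave the lowest common dispersion (0.0817, against 0.130 to 0.206 for the other terms), which follows from the first component and so decides nothing. That term gave 23 calls between genotypes, and the other 8 terms gave 0. The replicate block, which also removes this variation and had a dispersion of 0.0732, gave 0 calls, as did the libraries numbered 1 and 2 alone. In the simulated data with that shift, edgeR recovered 70.5% of the changed genes with the replicate block. It recovered 72.8% with the third-library term and 45.0% with neither. A design of this size can thus detect changes like the simulated ones with the replicate block. The sizes of any real changes are unknown, so the simulations cannot tell whether the size of the design explains its 0 calls. The share of the absence that this variation accounts for stays open.

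What sets the libraries numbered 3 apart stays open. Depth does not account for it, since the totals of both libraries lay within the range of the others, and after all libraries were thinned to 22910448 counts, the first component still carried 56.0% of the variance, with the libraries numbered 3 at one end. The 100 most abundant genes took on average 45.1% of the counts in the libraries numbered 3 and 52.8% in the others. Under total-count scaling, 5153 of the other genes differed in the libraries numbered 3 in edgeR, 4515 higher, the direction that such a change in share gives, and 638 lower. The lower genes are 12.4% of these, more than the 5% of false calls accepted, so a few abundant genes are not the whole of it. With no date, batch or gene names, a difference in growth, harvest time, stage or library preparation was not tested. The labels number the samples 1, 2 and 5, so the column numbered 3 is possibly the sample labelled 5, in which case the libraries of the 56.4% axis would carry the number that is out of sequence, but the files do not show this.

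Other splits of the 6 libraries show how far the counts can be read. For edgeR, the real split gave 0 calls, which all 10 splits into 3 and 3 must equal or exceed, so this count tests nothing. For DESeq2, 3 of the 10 splits gave at least 192 calls. The split of wild-type library 1 with bdmute libraries 1 and 2 against the rest gave 2256 calls, and that of wild-type libraries 1 and 2 with bdmute library 1 gave 692. Both place the libraries numbered 3 together, but the other splits that do so gave only 15 and 42 calls. With the third-library term, 1 of the 6 splits that keep these libraries apart, the real one, gave as many as 23 edgeR calls, and the other splits gave 0. The same term in DESeq2 gave 466 calls for the real split and 419 for the split of wild-type libraries 1 and 3 with bdmute library 2. No design of this size can bring the share of splits under 0.05, so chance cannot be told apart from genotype by the DESeq2 counts or by those with the third-library term.

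Genes with a gap between the sides of a split were counted as well, and which split had most depended on the size of the gap. A gap was counted where the lowest library of one side was at least 4-fold above the highest of the other and every library of the higher side had at least 50 counts. The real split gave 21 such genes, and 1 of the 10 splits, the real one, gave as many. The split of wild-type library 1 with bdmute libraries 1 and 2 gave 19, and the others gave 0 to 2. With a gap of at least 2-fold, that split gave 223 genes and the real one 74. With 10 splits, 1 is the smallest count that can occur, so chance stays open. These genes may nonetheless be the place to start, since their call rests least on the dispersion model. They were 18 lower and 3 higher genes in bdmute. Under total-count scaling 16 lower and 4 higher genes had the gap (two-sided exact binomial p = 0.0118, with genes taken as independent, which they are not), which argues against normalization as the source of the lower majority among them.

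For the wider set of DESeq2 calls the lower majority is less firm. Under total-count scaling, 57.4% of the 101 calls of at least 4-fold were lower in bdmute (two-sided exact binomial p = 0.163), so normalization and a lower majority cannot be told apart there. The 100 most abundant genes took 52.5% ± 3.74 of the counts in wild type and 48.0% ± 5.07 in bdmute (SD, n = 3), and at each library number the share was lower in bdmute. Across all 6 libraries the difference did not exceed the spread (two-sided exact permutation p = 0.3, where 0.1 is the smallest p the design allows). Much of that spread lies between the libraries numbered 3 and the others. With genotypes permuted only within the libraries numbered 3 and within the others, the two-sided exact permutation p was 0.167, the smallest that this test can give, so it cannot pass 0.05. In TMM-normalized values 88 of the 100 genes were lower, with a median log2 fold change of -0.26.

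The called genes of the authors' deposited table lie next to each other more often than random genes. In the order of gene identifiers, 9 pairs of the 192 called genes were direct neighbours, and in all 9 pairs both genes changed in the same direction. Among 10000 random sets matched on mean expression the average was 1.12 pairs and the maximum 7 (one-sided permutation p = 0.0001, the smallest that these sets can give). An explanation specific to genotype is not needed for this: the 192 genes with the smallest DESeq2 p-values for the libraries numbered 3 held 12 neighbouring pairs (1.22 in random sets, one-sided permutation p = 0.0001, the smallest these sets can give). Neighbouring genes that vary together in any list of strongly changed genes is therefore a candidate explanation. Duplicated neighbours that share reads, and shared regulation, were not tested, as no sequences are at hand.

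A segment of chromosome that differs between the genotypes, for instance by other variants of the mutant line, might also gather calls. The densest 50 consecutive genes held 6 of the called genes, of which 5 were lower in bdmute (3.72 on average in 1000 random sets, one-sided permutation p = 0.01). The list for the libraries numbered 3, which has no link to genotype, held 5 genes in its densest window (one-sided permutation p = 0.109). As the lists differ by 1 gene, a chromosome segment that differs between the genotypes cannot be told apart from local clustering of genes in general. Calls were spread over all 5 numbers that the identifiers carry before the letter G, from 0.627% to 1.03% of the genes (Monte Carlo chi-square p = 0.225).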
